# Paraoxonase 1 Suppresses Hepatocellular Carcinoma Progression by Modulating the NOD-like Receptor Signaling Pathway

**DOI:** 10.3390/biom16060774

**Published:** 2026-05-25

**Authors:** Hao-Lin Wei, Zhi-Ce Tan, Chu-Heng Gou, Ling Wang, Ze-Kun Liu, Hui-Jie Bian

**Keywords:** paraoxonase 1, hepatocellular carcinoma, prognostic biomarker, tumor suppressor factor

## Abstract

Hepatocellular carcinoma (HCC) represents one of the most lethal malignancies worldwide and is characterized by profound metabolic reprogramming during its development. Paraoxonase 1 (PON1), a liver-synthesized secretory protein involved in lipid metabolism, has an incompletely defined role in cancer biology. This study aimed to systematically investigate the expression pattern, clinical features, and biological function of *PON1* in HCC through an integrated approach combining data mining, RNA-seq and experimental verification. Our results demonstrated that *PON1* expression is significantly downregulated in HCC tissues compared with adjacent tissues. Clinically, significant disparities were observed in gender (χ^2^ = 19.305, *p* < 0.0001), tumor stage (χ^2^ = 18.030, *p* = 0.0004), and tumor grade (χ^2^ = 13.391, *p* = 0.0039) between patients with high and low *PON1* expression in HCC. Low *PON1* expression was associated with poor prognosis (TCGA_LIHC, log-rank: χ^2^ = 9.290, *p* = 0.0023; ICGC_LIRI, log-rank: χ^2^ = 8.469, *p* = 0.0036; GSE14520, log-rank: χ^2^ = 9.746, *p* = 0.0018). Univariate and multivariate Cox regression analyses revealed *PON1* as an independent prognostic biomarker. Pathway analysis showed that *PON1*-positively correlated genes enriched in pathways such as peroxisome and fatty acid degradation, whereas *PON1*-negatively correlated genes mainly in the cell cycle pathway. Functional experiments confirmed that knockdown of *PON1* promoted HCC cell proliferation, migration, invasion and inhibited apoptosis, whereas overexpression of *PON1* reversed these malignant phenotypes. Mechanistically, we uncovered that PON1 exerts its tumor-suppressive effects by negatively regulating TANK and CXCL3, key molecules of the NOD-like receptor signaling pathway. In summary, our findings identify PON1 as an independent prognostic biomarker in HCC and demonstrate the tumor-suppressive role of PON1, indicating its potential as a therapeutic target for HCC.

## 1. Introduction

Hepatocellular carcinoma (HCC) remains a major global health challenge, characterized by both high incidence and high mortality rates [1]. Although treatment options such as surgical resection, liver transplantation, and local ablation are available for early-stage disease, and the majority of patients are diagnosed at advanced stages. Furthermore, responses to systemic therapies, such as multi-kinase inhibitors and immune checkpoint inhibitors, are markedly difference, and acquired resistance poses a persistent clinical challenge [2,3]. Consequently, a deeper dissection of the molecular drivers of HCC progression, coupled with the identification of novel prognostic biomarkers and therapeutic targets, remains a critical unmet need in both clinical and translational research.

Paraoxonase 1 (PON1) is a calcium-dependent esterase/lactonase primarily synthesized in the liver and secreted into the circulation, where it associates with high-density lipoprotein (HDL) and hydrolyzes oxidized phospholipids and aromatic esters, thereby exerting antioxidant, anti-inflammatory, and cardioprotective effects [4,5]. The functions of PON1 vary across different tumors, and its role is highly dependent on specific cell and tissue types. For instance, it may act as an oncogene by promoting cell proliferation and metastasis in colorectal and lung cancers [6,7], yet exhibit tumor-suppressive activity in breast cancer [8]. In addition, elevated PON1 expression conferred protection against nonalcoholic fatty liver disease by reducing oxidative stress [9].

PON1 has been implicated in HCC as a prognostic biomarker and predictor of microvascular invasion [10,11]. Bioinformatics analyses also linked low *PON1* expression to poor prognosis [12]. Moreover, Lu et al. revealed that *PON1* suppressed HCC via VHL-mediated HIF-1α degradation, reducing lactate and Treg infiltration [13]. However, the clinical significance of *PON1* has not been systematically analyzed, and its biological functions in HCC cells as well as the underlying molecular mechanism of its tumor-suppressive function have not been fully elucidated.

In this study, we aimed to systematically elucidate the expression pattern and clinical significance of *PON1* in HCC using the multi-omics database. Moreover, we performed the loss-of-function and gain-of-function assays to explore the potential roles of *PON1* in HCC. Finally, we explored the potential tumor-suppressing mechanism of *PON1* in HCC using RNA-seq. Our findings highlight the potential of targeting PON1 as a therapeutic strategy in HCC.

## 2. Materials and Methods

### 2.1. Public Data Analysis

Pan-cancer and HCC transcriptome data (quantified as log_2_(TPM + 1)), clinicopathological information, and survival data were obtained from The Cancer Genome Atlas (TCGA) database [14,15]. Independent validation datasets were sourced from the International Cancer Genome Consortium (ICGC) LIRI-JP cohort and the Gene Expression Omnibus (GEO) dataset GSE14520. Proteomics data (quantified as Z-Value) were retrieved from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) [16]. Cell line expression data were referenced from the Human Protein Atlas (HPA) cell line [17] and the Cancer Cell Line Encyclopedia (CCLE) [18].

### 2.2. Tumor Immune Infiltration

Immune cell infiltration scores within the tumor microenvironment were calculated using CIBERSORT (https://cibersortx.stanford.edu/) [19]. Correlation analyses between immune cell abundance and gene expression or copy number variation status were performed using TIMER 2.0 (http://timer.cistrome.org/) [20].

### 2.3. Protein–Protein Interaction and Correlation Analysis

Protein–protein interaction networks were predicted using GeneMANIA (http://www.genemania.org) [21]. Analysis of genes correlated with *PON1* and functional enrichment analyses were carried out using LinkedOmics (http://www.linkedomics.org) [22]. KEGG and GO enrichment analyses were conducted using the clusterProfiler (v4.18.3) in R [23].

### 2.4. Cell Culture and Transfection

Human HCC cell lines (MHCC97H, Huh-7, Hep3B, HepG2, HCCLM3, Sun387, and Sun182) were purchased from ATCC (Manassas, VA, USA) or the Chinese Academy of Sciences Cell Bank (Shanghai, China) and cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum at 37 °C under 5% CO_2_. For loss-of-function studies, *PON1*-specific siRNAs (si-319, si-471, and si-775) were purchased from GenePharma (Suzhou, China) and transfected into high-expressing Huh-7 cells using Lipofectamine 2000 (Mei5 Biotechnology Co., Ltd, Beijing, China). For gain-of-function studies, the full-length human *PON1* coding sequence was cloned into a lentiviral overexpression vector and used to infect low-expressing HCCLM3 cells. HCC cells with stable *PON1* overexpression (*PON1*-OE) and negative control (NC) were screened using puromycin.

### 2.5. Cell Functional Assays

Cell proliferation was assessed using the CCK-8 assay. Cell migration and invasion capacities were evaluated using Transwell chambers; for invasion assays, chambers were pre-coated with Matrigel. Cells that migrated or invaded to the lower chamber were counted under a Leica inverted microscope (Leica Microsystems, Wetzlar, Germany) from five randomly selected fields. Apoptosis was detected using Annexin V-FITC/PI or Annexin V-APC/7-AAD kits (KeyGEN BioTECH, Nanjing, China) via a BD FACSCalibur flow cytometry (BD Biosciences, San Jose, CA, USA) and analyzed using FlowJo (v10) software. Cell cycle distribution was analyzed by PI/RNase A staining, and the proportion of cells in each phase was determined using ModFit LT (v5.0) software.

### 2.6. Quantitative Real-Time PCR (qRT–PCR)

The protocol used for qRT–PCR was described in our previous publication [24]. The primer sequences were as follows: *PON1*: forward primer 5′-CTGATTGCGCTCACCCTCTT-3′, reverse primer 5′-CGGAGAGCATTAAGTCGTGTTTG-3′; *ACTB*: forward primer 5′-AGCGAGCATCCCCCAAAGTT-3′, reverse primer 5′-GGGCACGAAGGCTCATCATT-3′.

### 2.7. Western Blot

The protocol used for Western blot was described in our previous publication [24]. The PON1 (18155-1-AP), TANK (27065-1-AP), CXCL3 (11221-1-AP) and α-tubulin (11224-1-AP) were purchased from Proteintech (Wuhan, China).

### 2.8. Transcriptome Sequencing

Transcriptome library construction and sequencing were performed by GENE DENOVO company (Guangzhou, China). Differential expression analysis was performed using the DESeq2 software package (v1.51.6) [25], with thresholds set at |log_2_ fold change (log_2_FC) | > 0.585 and adjusted *p* < 0.05.

### 2.9. Statistical Analysis

Student’s *t*-test was used for comparisons between two groups, and one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test was used for multiple comparisons among three or more groups. Survival differences were analyzed by the log-rank test. Spearman analysis was used to assess correlations between *PON1* expression and immune cell infiltration, and Pearson analysis was performed to evaluate the associations between *PON1* expression and other gene expression levels in TCGA_LIHC tumor samples. The association between the expression of *PON1* and clinical features was computed using the chi (χ^2^)-square test (abbreviated as χ^2^). After skewness in the immune infiltration abundances was corrected and variance inflation factor (VIF) tests were performed for all variables, those with VIF > 5 were removed to avoid multicollinearity [26]. Subsequently, univariate and multivariate Cox regression analyses were used to assess the association of *PON1* mRNA expression with other factors, including age, gender, grade, stage, and the relative infiltrative abundances of key immune cells (B cell, CD4^+^ T cell, CD8^+^ T cell, macrophage and neutrophil). All charts and graphs were generated using GraphPad Prism (v9.0) [27] and the ggplot2 R package (v4.0.1) [28,29]. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Expression Patterns and Immune Analysis of PON1 in Pan-Cancer

Our analysis of *PON1* mRNA expression levels in pan-cancer tissues showed that *PON1* expression was significantly upregulated in LUAD tumor tissues relative to adjacent tissues, but significantly downregulated in tumor tissues of BRCA, CHOL, COAD, KICH, KIRC, KIRP, LIHC, LUSC, PRAD, and THCA compared with adjacent tissues (Figure 1A). Analysis of pan-cancer protein data based on the CPTAC database showed that PON1 protein was significantly overexpressed in clear cell RCC and glioblastoma tumor tissues, while its expression was significantly reduced in breast, colon, ovarian, UCEC, lung, head and neck, and liver cancer tissues relative to adjacent tissues (Figure 1B). To investigate the relationship between *PON1* expression and tumor-infiltrating immune cells, we used the CIBERSORT algorithm to evaluate the differences in immune infiltration between the *PON1* high-expression and low-expression groups. The results showed that *PON1* expression in HCC was positively correlated with activated mast cells (Spearman *ρ* = 0.205, *p* < 0.001) and negatively correlated with Tregs (Spearman *ρ* = −0.123, *p* < 0.05) (Figure 1C). Pan-cancer survival risk analysis demonstrated that high *PON1* expression was significantly associated with an increased risk of death in HNSC, LUSC, KIRC, and STAD (all HR > 1, *p* < 0.05), whereas it predicted a decreased risk in LIHC, PAAD, and LGG (all HR < 1, *p* < 0.05) (Figure 1D). Analysis of HPA data revealed that *PON1* was highly and specifically enriched in hepatocytes under physiological conditions, with enrichment scores substantially exceeding those of prostate glandular epithelial cells, corticotropes, and other cell populations (Figure 1E). Furthermore, analysis of tumor cell line expression revealed high *PON1* expression levels in prostate and liver cancer cell lines, but minimal expression in most other cancer lines, including lung, thyroid, and hematopoietic malignancies (Figure S1). Collectively, these findings indicate that *PON1* may be an important favorable prognostic factor in HCC.

### 3.2. PON1 Is Downregulated in HCC and Associated with Favorable Prognosis

To investigate the expression of *PON1* in HCC, we analyzed the mRNA expression of *PON1* based on TCGA_LIHC, ICGC_LIRI and the GEO dataset (GSE14520). The results consistently demonstrated that *PON1* mRNA expression was significantly downregulated in HCC tissues compared with adjacent tissues (all *p* < 0.001) (Figure 2A–D). Kaplan–Meier analysis revealed that lower expression of *PON1* was associated with shorter overall survival in three independent datasets (TCGA_LIHC, log-rank: χ^2^ = 9.290, *p* = 0.0023; ICGC_LIRI, log-rank: χ^2^ = 8.469, *p* = 0.0036; GSE14520, log-rank: χ^2^ = 9.746, *p* = 0.0018) (Figure 2E–G). Consistent with these transcriptional findings, proteomic data from CPTAC confirmed that PON1 protein expression was markedly lower in HCC tissues relative to adjacent tissues (Figure 2H). Immunohistochemical images from the HPA database corroborated this reduction in HCC tissue (Figure 2I).

### 3.3. Association Analysis of PON1 mRNA Expression with Clinical Characteristics in HCC

We further analyzed the correlation between the expression of *PON1* and clinical characteristics in HCC patients. The results showed that significant disparities were observed in gender (χ^2^ = 19.305, *p* < 0.0001), tumor stage (χ^2^ = 18.030, *p* = 0.0004), and tumor grade (χ^2^ = 13.391, *p* = 0.0039) between patients with high and low *PON1* expression in HCC (Figure 3A). In addition, we analyzed the differences in *PON1* expression among groups stratified by different clinical characteristics. The results indicated that *PON1* expression was significantly higher in male patients than in females (χ^2^ = 19.305, *p* < 0.001) (Figure 3B), whereas no significant association with age (≤65 years vs. >65 years) was observed (χ^2^ = 2.600, *p* > 0.05) (Figure 3C). Notably, *PON1* mRNA expression showed a gradual decline with increasing tumor stage (Figure 3D) and tumor grade (Figure 3E).

The relationship between copy number variations (CNVs) of *PON1* and tumor immune cell infiltration was investigated. Notably, the infiltration level of CD4^+^ T cells exhibited a significant overall difference among groups stratified by *PON1* copy number status (e.g., arm-level deletion, gain, etc.) (*p* < 0.05), whereas no differences were observed for other immune cell subsets, including B cells, CD8^+^ T cells, macrophages, neutrophils, and dendritic cells (DCs) (Figure 4).

After removing DCs whose VIF values were more than 5 (Table S1), univariate and multivariate Cox regression analyses were constructed. The results showed that univariate Cox regression analysis indicated that PON1 mRNA expression (HR = 0.858, 95% CI: 0.798–0.921, *p* < 0.001) and tumor stage (HR = 1.680, 95% CI: 1.369–2.062, *p* < 0.001) were notably related to overall survival (Table 1). We further performed a multivariate Cox regression analysis and confirmed that *PON1* mRNA expression (HR = 0.846, 95% CI: 0.777–0.921, *p* < 0.001) served as an independent predictor for overall survival (Table 1). Collectively, these findings demonstrate that decreased *PON1* expression may contribute to the malignancy progress of HCC cells.

### 3.4. Protein–Protein Interaction and Correlation Genes Analysis of PON1

A protein–protein interaction (PPI) network for PON1 was constructed using the GeneMANIA database, revealing that PON1 is embedded within a complex interaction network, with its most closely connected partners including its paralogs PON2 and PON3 (Figure 5A). To identify genes co-expressed with *PON1* on a genome-wide scale, correlation analysis was performed on TCGA_LIHC data. Applying thresholds of *p* < 0.05 and |Pearson *r*| > 0.125 yielded a total of 10,807 genes significantly correlated with *PON1* expression, comprising 3225 positively and 7582 negatively correlated genes (Figure 5B). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that genes positively correlated with *PON1* were significantly enriched in fatty acid degradation (*p* < 0.001) and peroxisome (*p* < 0.001) (Figure 5C). Conversely, genes negatively correlated with *PON1* showed strong enrichment in cell cycle (*p* < 0.001), spliceosome (*p* < 0.001), and RNA transport (*p* < 0.001) (Figure 5D). GSEA further validated and extended these observations (Figure 5E). Additionally, Gene Ontology Biological Process (GO-BP) enrichment analysis was conducted (Figure S2). Particularly, GO-BP results showed that genes positively correlated with *PON1* were significantly enriched in the lipid catabolic process (*p* < 0.001) (Figure S2A), and genes negatively correlated with *PON1* were predominantly enriched in the cell cycle process (*p* < 0.001) (Figure S2B).

### 3.5. Knockdown of PON1 Promotes the Malignant Phenotype of HCC Cells

We used qRT-PCR to detect the mRNA expression of *PON1* in various liver cancer cell lines. The results showed that *PON1* was highly expressed in Huh-7 cells and lowly expressed in HCCLM3 and SNU387 cells (Figure 6A). To elucidate the role of *PON1* in HCC, *PON1* knockdown was performed in the Huh-7 cell line. We verified the interference efficiency of siRNA targeting the expression of *PON1*, and screened out two siRNAs (si-471 and si-775) that significantly reduced *PON1* mRNA and protein expression for further use in subsequent cell function experiments (Figure 6B,C). The CCK-8 assay demonstrated that *PON1* knockdown significantly enhanced the proliferative capacity of HCC cells (Figure 6D). The results of the transwell assay indicated that the migration and invasion abilities of HCC cells were significantly increased after *PON1* gene knockdown (Figure 6E,F). The apoptosis assay demonstrated that *PON1* knockdown markedly reduced the proportion of apoptotic cells (Figure 6G). Flow cytometry analysis of the cell cycle revealed that, compared with the control group, knockdown of *PON1* led to a significant increase in the proportion of cells in the G2/M phase and a decrease in the G0/G1 phase, suggesting that *PON1* knockdown promoted cell cycle progression of HCC cells (Figure 6H).

### 3.6. Overexpression of PON1 Inhibits the Malignant Phenotype of HCC Cells

We established stable overexpression of *PON1* in the HCCLM3 cell line and validated the overexpression efficiency by qRT-PCR (Figure 7A) and Western blot (Figure 7B). Subsequently, we employed the CCK-8 assay to investigate the proliferative capacity of HCC cells following *PON1* overexpression. The results showed that *PON1* overexpression significantly inhibited the proliferation of HCC cells (Figure 7C). Transwell assays revealed a striking diminishment in invasion and migration abilities upon *PON1* overexpression in HCCLM3 cells (Figure 7D,E). Flow cytometry analysis revealed that *PON1* overexpression increased the apoptosis rate of HCCLM3 cells (Figure 7F). In addition, *PON1* overexpression caused cell cycle arrest at the G0/G1 phase, resulting in a significant decrease in the proportion of cells entering the G2/M phase (Figure 7G). Overall, these results indicate that *PON1* plays a key role in suppressing the malignant progression of HCC cells.

### 3.7. PON1 Exerts Its Tumor-Suppressive Effect by Negatively Regulating the NOD-like Receptor Signaling Pathway

To elucidate the molecular mechanisms underlying the tumor-suppressive function of *PON1*, we performed RNA-seq using *PON1*-stable overexpressing (PON1-OE) and negative control (NC) HCCLM3 cells, with thresholds set at |log_2_FC| > 0.585 and *p* < 0.05. 

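RNA-seq was carried out on HCCLM3, a human HCC cell line with low *PON1* expression. The cells carried the *PON1* coding sequence after lentiviral infection (PON1-OE) or were a negative control (NC). The paper's text does not state what the negative control carried. There were 3 PON1-OE and 3 NC libraries, made from poly(A) RNA. The paper's text does not state how the replicates of a group were derived, so that n counts libraries. The paper describes puromycin-selected lines grown in 10% serum. The sample labels also name a stable overexpression, while the design text of the series gives 15% serum and lysis at 24 h after transfection. The authors deposited estimated counts per gene, without normalization, for 20381 genes with Ensembl identifiers. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text. Of all values, 10.5% were not whole numbers, and these were rounded before testing. The total of the estimated counts was 16506572, 17948383 and 17029542 in NC replicates 1 to 3 (median 17029542) and 16413730, 16153153 and 15706672 in PON1-OE replicates 1 to 3 (median 16153153). No count was recorded in any library for 4824 genes. edgeR's filterByExpr kept 11958 genes, which were normalized by the TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. A gene that the filter removed but the paper names was tested by the same steps in a separate fit without the filter, which left 15542 genes. Its p and its adjustment are therefore not on the same footing as those with the filter. For *PON1*, at a log2FC of 6.65 in both fits, edgeR's unadjusted p was 2.50e-15 with the filter and 1.01e-38 without it. Counts of genes past the thresholds, both directions together, moved by more than 1.5 times with the filter on low counts, the fold threshold and DESeq2. They also did so with the use of adjusted or unadjusted p and without NC replicate 2. The DESeq2 fit also covered genes that filterByExpr removed, so its counts do not separate the tool from the genes tested. The effect of rounding was not tested.

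*PON1* (ENSG00000005421) lies on the minus strand of chromosome 7 of GRCh38 from 95297676 to 95324707 in GENCODE v29. Its rounded counts were 0, 2 and 3 in NC replicates 1 to 3 and 155, 181 and 167 in PON1-OE replicates 1 to 3. In TMM-normalized CPM, the unit of expression used from here on, these were 0.0955 ± 0.0889 (SD, n = 3) in NC and 10.5 ± 0.955 (SD, n = 3) in PON1-OE. All NC libraries were at or under a floor of 3 counts, and against this floor, taken as exact, *PON1* was at least 60.0-fold higher in PON1-OE. This and the later folds against the floor hold no counting error of either group, so they are not confidence bounds. The fitted log2FC, which depends on the prior count at such low levels, was 6.65 (standard error 0.32, adjusted p = 2.99e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors beside edgeR values were computed back from the test, as the absolute log2FC over the square root of its F statistic. They are not errors of the fit and can be too small at low counts. For *PON1* DESeq2 gave a standard error of 0.67 at a log2FC of 6.76. Every PON1-OE library was above every NC library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The fitted log2FC moved most when single libraries were left out, between 6.13 and 7.33. By its mean level in PON1-OE, *PON1* ranked 8710 among the 11958 genes tested. The counts per gene do not separate transcripts of the lentiviral sequence from those of the endogenous gene. The paralogs *PON2* (log2FC 0.05, standard error 0.046, adjusted p = 0.786 from the same test) and *PON3* (log2FC −0.05, standard error 0.20, adjusted p = 0.960) did not differ beyond the spread between libraries. The sign for *PON3* changed to 0.15 without NC replicate 2 and to 0.0063 without PON1-OE replicate 1.

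**Figure D1:**
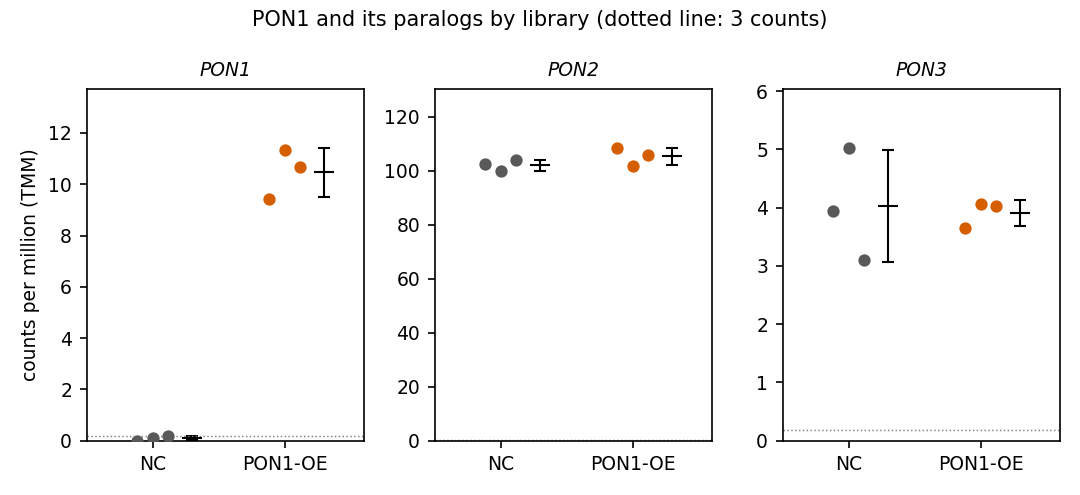
Normalized expression of *PON1*, *PON2* and *PON3* in each library (vertical axes, TMM-normalized CPM, each starting at 0) for the 3 NC and the 3 PON1-OE libraries. Points are libraries, bars are mean ± SD, and the dotted line is the level of 3 counts; the PON1-OE libraries lie between 9.44 and 11.3 CPM for *PON1*, above all NC libraries, while the groups overlap for *PON2* and *PON3*.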

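At |log2FC| over 0.585 and a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, 6 genes differed between PON1-OE and NC, 3 higher and 3 lower in PON1-OE. Removing the fold threshold moved this count most, to 81 genes, 60 higher and 21 lower. With the RLE size factors of DESeq2 in place of TMM, 4 of the 6 were called, 3 higher and 1 lower. Without the filter on low counts 23 genes were called, 11 higher and 12 lower, including all 6. Without NC replicate 2 the count was 10, 9 higher and 1 lower, and 4 of these were among the 6. DESeq2, the tool named in the paper, called 1 gene at these thresholds, and it gave *PON1* no adjusted p because its independent filtering on the mean count left the gene out.

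At the same fold threshold and an unadjusted p under 0.05, 73 genes differed, 37 higher and 36 lower. Without the fold threshold 1325 genes had an unadjusted p under 0.05, 707 higher and 618 lower. In 58 of the 73 genes all PON1-OE libraries lay on one side of all NC libraries, an arrangement that chance gives for 10% of genes with 3 libraries against 3. These genes were chosen for their p on the same split, so the 10% is not a reference for them. Without the filter on low counts 201 genes passed these thresholds, 101 higher and 100 lower, and 118 of them were genes that the filter removes. Without NC replicate 2 the count was 129, 69 higher and 60 lower, with 55 of the 73 among them. The balance of directions moved without PON1-OE replicate 1 (39 higher and 66 lower) and without PON1-OE replicate 3 (34 higher and 58 lower). It stayed near even without NC replicate 1 (39 and 39), NC replicate 3 (44 and 44) or PON1-OE replicate 2 (46 and 51). DESeq2, in a fit that also covered genes removed by the filter, called 61 genes, 31 higher and 30 lower, of which 36 were among the 73.

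Among the genes past the adjusted threshold, ENSG00000283782 was higher in PON1-OE, and *SH3BP1*, *BCL2L2-PABPN1* and *MSANTD3-TMEFF1* were lower. These 4 share exons with neighboring genes in GENCODE v29, so that their estimated counts depend on how reads were divided among these genes. Their log2FC values were 1.15 for ENSG00000283782 (adjusted p = 0.0146), −0.91 for *BCL2L2-PABPN1* (adjusted p = 0.0293), −2.21 for *SH3BP1* (adjusted p = 0.04998) and −0.67 for *MSANTD3-TMEFF1* (adjusted p = 0.04998), all from edgeR's quasi-likelihood test. Each lost the adjusted threshold when some single libraries were left out, with adjusted p reaching 0.0886 for ENSG00000283782 without NC replicate 3, 0.211 for *BCL2L2-PABPN1* without NC replicate 1, 0.275 for *SH3BP1* without NC replicate 3 and 0.347 for *MSANTD3-TMEFF1* without NC replicate 3. Over all alternatives the adjusted p ranged from 2.08e-05 to 0.0886, from 9.31e-05 to 0.211, from 0.0359 to 0.275 and from 0.00478 to 0.347 in that order.

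**Figure D2:**
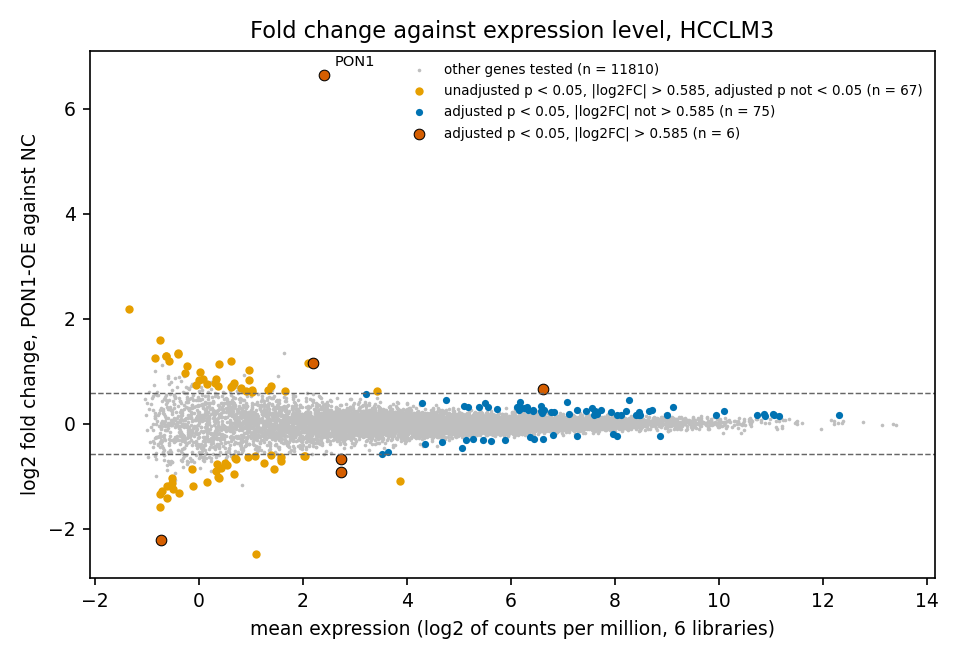
Log2FC of PON1-OE against NC (vertical axis) over mean expression (horizontal axis, log2 of CPM over the 6 libraries) for the 11958 genes tested. The 67 genes that pass the fold threshold (dashed lines) at an unadjusted p only are in orange, the 75 with an adjusted p under 0.05 inside the dashed lines are in blue, and the 6 past both thresholds are outlined in black; the orange genes gather at low expression.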

The results identified a total of 68 differentially expressed genes (DEGs), comprising 23 upregulated and 45 downregulated genes (Figure 8A–C). 

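Most genes that passed the fold threshold at an unadjusted p under 0.05 were expressed at low levels. Their median expression was 1.34 CPM, against 28.8 CPM over all genes tested, and 61 of the 73 had a mean below 50 counts per library. In DESeq2 51 of the 61 genes called at the same thresholds were below this mean. Of the 73 genes, 14 share exons with another gene of the count table on the same strand in GENCODE v29, a share of 19.2% against 10.4% of the genes tested. Within 10 strata of expression the odds ratio for such genes was 1.56 (exact p = 0.158), so an excess beyond that of low expression was not shown. Enrichment of GO terms was not computed here.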

GO enrichment analysis revealed that these DEGs were significantly associated with molecular functions (MF) including metal ion binding (*p* < 0.05) and hydrolase activity (*p* < 0.05) (Figure 8D). For biological processes (BP), the enriched terms were mainly related to negative regulation of intracellular signal transduction (*p* < 0.05) and cell migration (*p* < 0.05) (Figure 8E). For cellular components (CCs), significant enrichment was observed in terms such as the phagocytic cup (*p* < 0.05) (Figure 8F). KEGG pathway analysis further demonstrated significant enrichment of DEGs in pathways such as calcium signaling (*p* < 0.01) and the NOD-like receptor signaling pathway (*p* < 0.05) (Figure 8G). 

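The overlap of the genes called at |log2FC| over 0.585 and an unadjusted p under 0.05 with the pathways was computed with hand-written lists of pathway members, not the KEGG lists, against the genes tested. Of the 114 members of the calcium signaling list 71 were tested, and 3 of them were called, *CACNA1G*, *CAMK2B* and *FGFR1*, where 0.433 were expected by chance (Fisher's exact test, two-sided, p = 0.00927, Benjamini-Hochberg adjusted p = 0.0371 over the 4 overlaps computed). These 3 genes are shown in Fig. 8C, which had been read when the list was written, so their presence on the list is not independent of these libraries. All 3 were lower in PON1-OE. Without the filter on low counts 4 of 98 members were called, *CAMK1G* in addition and higher, where 1.27 were expected (Fisher's exact p = 0.0383, adjusted p = 0.0766). As a whole the calcium signaling list had a median log2FC of −0.0037, with 33 members higher and 38 lower (limma's camera, adjusted p = 0.997 over the 6 lists). Of its members, 13 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone.

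Of the 111 members of the NOD-like receptor pathway list 86 were tested, and 0 of them were called, where 0.525 were expected (Fisher's exact p = 1). Without the filter 2 members were called, *CXCL3* and *DEFB103A*, where 1.33 were expected (Fisher's exact p = 0.386, adjusted p = 0.514).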

Given the central role of the NOD-like receptor pathway in sensing intracellular danger signals, regulating inflammatory and immune responses, and modulating apoptosis [30], this pathway emerged as a plausible mediator of the tumor-suppressive effects of *PON1*. RNA-seq results revealed significant downregulation of the NOD-like receptor pathway key molecules *TANK*, *CXCL3*, and *DEFB103A* in the *PON1* overexpression group. 

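*TANK* (ENSG00000136560) lies on the plus strand of chromosome 2 of GRCh38 from 161136908 to 161236221 in GENCODE v29, where 2 genes on the opposite strand overlap it, and the paper's text does not state whether counting used strand. Its rounded counts were 209, 221 and 194 in NC replicates 1 to 3 and 153, 152 and 147 in PON1-OE replicates 1 to 3. The means were 12.1 ± 0.651 CPM in NC and 9.40 ± 0.0962 CPM in PON1-OE (SD, n = 3 each), a log2FC of −0.36 (standard error 0.11). This is inside the fold threshold of 0.585. Every PON1-OE library was below every NC library (two-sided exact permutation test, p = 0.1). In edgeR's quasi-likelihood test the unadjusted p was 0.00324 and the adjusted p 0.172. Over all alternatives the log2FC stayed between −0.40 and −0.33, the unadjusted p between 0.00299 and 0.0171 and the adjusted p between 0.140 and 0.478.

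*CXCL3* (ENSG00000163734, minus strand of chromosome 4 from 74036589 to 74038807) had rounded counts of 10, 9 and 22 in NC replicates 1 to 3 and 7, 3 and 4 in PON1-OE replicates 1 to 3. It was removed by filterByExpr and tested without the filter. The means were 0.798 ± 0.430 CPM in NC and 0.290 ± 0.123 CPM in PON1-OE (SD, n = 3 each), a log2FC of −1.43 (standard error 0.60). All PON1-OE libraries were below all NC libraries (two-sided exact permutation test, p = 0.1). The unadjusted p was 0.0197 and the adjusted p 0.352 in edgeR's quasi-likelihood test. The result leaned on NC replicate 3, without which the log2FC was −0.90 and the unadjusted p 0.229. The unadjusted p was also above 0.05 without PON1-OE replicate 2 (0.0693) and without PON1-OE replicate 3 (0.0510). Over all alternatives the adjusted p ranged from 0.264 to 0.854.

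*DEFB103A* (ENSG00000176797, plus strand of chromosome 8 from 7881204 to 7882664) had rounded counts of 6, 7 and 0 in NC replicates 1 to 3 and 0, 1 and 0 in PON1-OE replicates 1 to 3, so the groups overlapped (two-sided exact permutation test, p = 0.4). The means were 0.250 ± 0.217 CPM in NC and 0.0208 ± 0.0361 CPM in PON1-OE (SD, n = 3 each). All PON1-OE libraries were under the floor of 3 counts, and against it *DEFB103A* was at least 1.34-fold lower. Without single libraries this bound ranged from 0.970 without NC replicate 2, where it sets no decrease, to 2.00 without NC replicate 3. Tested without the filter, its unadjusted p was 0.0180 and its adjusted p 0.344 in edgeR's quasi-likelihood test, and its unadjusted p was 0.0521 in DESeq2, 0.0684 in limma-voom and 0.0503 with the replicate number as a block. Leaving out NC replicate 1, NC replicate 2, PON1-OE replicate 1 or PON1-OE replicate 3 raised the unadjusted p to 0.0779, 0.106, 0.0639 and 0.0663. The adjusted p ranged from 0.262 to 0.749 over all alternatives. *DEFB103B* (minus strand of chromosome 8 from 7428888 to 7430348), a near-identical copy with which reads can be exchanged, had a count of 0 in every library.

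**Figure D3:**
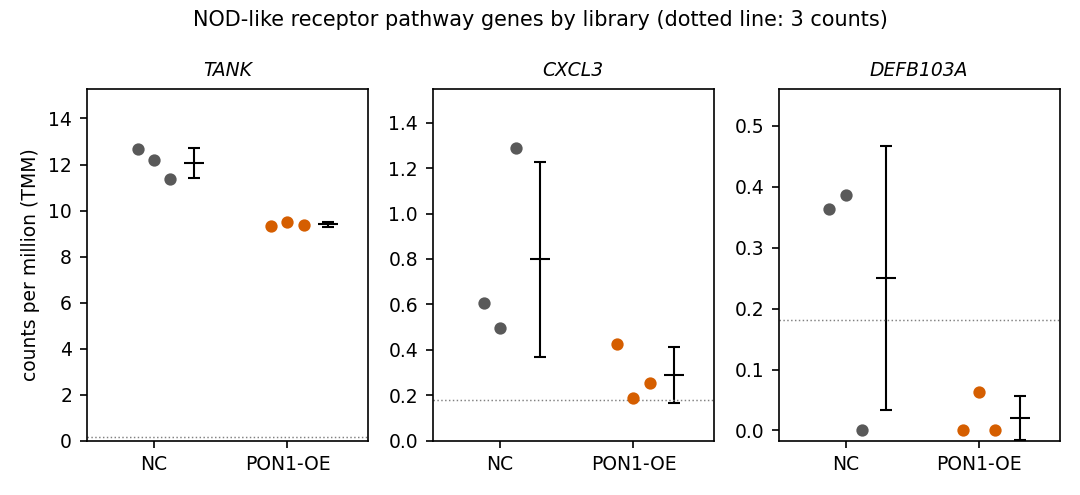
Normalized expression of *TANK*, *CXCL3* and *DEFB103A* in each library (vertical axes, TMM-normalized CPM) for the 3 NC and the 3 PON1-OE libraries. Points are libraries, bars are mean ± SD, and the dotted line is the level of 3 counts; the groups are apart for *TANK* and *CXCL3* and overlap for *DEFB103A*, where 1 NC library has a count of 0.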

Correlation analysis of TCGA_LIHC data revealed a negative correlation between *PON1* expression and the mRNA levels of *TANK* (Pearson *r* = −0.19, *p* = 0.0003) and *CXCL3* (Pearson *r* = −0.16, *p* = 0.0022). However, no significant correlation was observed between *PON1* and *DEFB103A* (Pearson *r* = 0.006, *p* = 0.91) (Figure 8H–J). Western blotting was performed to verify the above results, and it was found that knockdown of PON1 expression upregulated the protein expression of TANK and CXCL3. Moreover, overexpression of PON1 also downregulated the expression of TANK and CXCL3 (Figure 8K). These results indicate that PON1 suppresses the expression of TANK and CXCL3, key molecules in the NOD-like receptor signaling pathway, thereby exerting tumor-suppressive functions in HCC.

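The RNA-seq values of the wider pathway were summarized over a hand-written list of NOD-like receptor pathway members, of which 86 of 111 were tested. Their median log2FC in PON1-OE against NC was 0.0023, with 44 members higher and 42 lower (limma's camera with a preset correlation of 0.01, two-sided, adjusted p = 0.997 over 6 lists). The sign of this median was not fixed. It was −0.0061 without the filter on low counts and between −0.016 and 0.0079 when single libraries were left out, negative without NC replicate 1, PON1-OE replicate 1 or PON1-OE replicate 3. Of the 86 genes, 11 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The log2FC of these 86 members lay between −0.36 and 0.45, and *TANK* had the lowest of them. *CXCL3* and *DEFB103A*, also members of the list, are not among the 86 because the filter removed them, and both were lower in PON1-OE without it.

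A list of NF-κB target genes, 28 of 42 tested, had a median log2FC of −0.012 with 13 members higher and 15 lower (limma's camera, adjusted p = 0.997), and the median was 0.0019 without the filter. In this list *CXCL5* (log2FC −0.34, standard error 0.078, adjusted p = 0.0484 from edgeR's quasi-likelihood test) was lower and *TNIP1* (log2FC 0.19, standard error 0.041, adjusted p = 0.0368) higher in PON1-OE; these 2 genes passed over all genes tested, 5 genes did when adjusted over the list alone, and 9 had an unadjusted p under 0.05.

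The paper chose this pathway after its KEGG enrichment among the DEGs (Fig. 8G). It reports lower *TANK*, *CXCL3* and *DEFB103A* in these libraries and a correlation of *TANK* and *CXCL3* with *PON1* in TCGA_LIHC tumors. It also reports protein levels of TANK and CXCL3 after knockdown and overexpression of PON1 (Fig. 8K). Its assays of proliferation, migration, invasion and apoptosis after knockdown and overexpression (Fig. 6 and Fig. 7) concern the malignant phenotype. From its results the paper concludes that PON1 lowers TANK and CXCL3 and so acts against the tumor through the NOD-like receptor signaling pathway. In its discussion it reasons that TANK acts in the activation of NF-κB and that CXCL3 lies downstream of NF-κB.

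**Figure D4:**
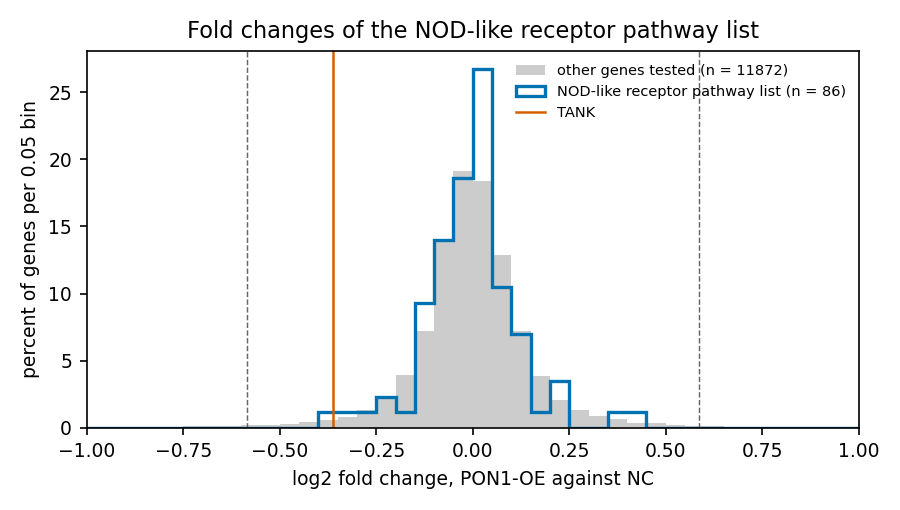
Distribution of the log2FC of PON1-OE against NC (horizontal axis, bins of 0.05) for the 86 tested members of the NOD-like receptor pathway list (blue line) and the 11872 other genes tested (gray), as percent of the genes of each set per bin (vertical axis). Dashed lines mark |log2FC| of 0.585 and the orange line marks *TANK* at −0.36; 36 other genes lie outside the plotted range, and the 86 members lie between −0.36 and 0.45, without *CXCL3* and *DEFB103A*, which the filter removed.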

## 4. Discussion

This study presents a comprehensive elucidation of PON1 as a potential tumor suppressor in HCC. Through multiple independent databases, *PON1* was identified as a significantly downregulated gene and was shown to have independent prognostic significance. The pronounced enrichment of PON1 in normal hepatocytes suggested that PON1 may play a core role in maintaining liver-specific metabolic homeostasis, including lipid and xenobiotic metabolism, as well as antioxidant defense [4,5]. In HCC, downregulation of PON1 expression may indicate the loss of tumor-suppressive function in hepatocytes, thereby leading to a lack of protective signals in the microenvironment.

PON1 is a liver-derived antioxidant enzyme associated with HDL and exhibits lactonase, arylesterase and paraoxonase activities [4,5]. Through these functions, it detoxifies exogenous compounds, protects low-density lipoprotein from oxidation [31] and removes pro-inflammatory lactones, thereby maintaining HDL integrity and suppressing atherosclerosis [5]. Consequently, PON1 serves as both a key player in oxidative stress-related diseases and a potential early biomarker. Classically, PON1 is viewed as a secreted enzyme whose proposed systemic anti-cancer effects occur upon hepatic synthesis and HDL-associated circulation. In this context, it degrades pro-inflammatory mediators like oxidized phospholipids, thereby reducing the oxidative stress and inflammatory tone that foster neoplastic initiation and progression [4,5].

Previous bioinformatics analyses have shown that *PON1* served as a prognostic biomarker and a preoperative predictor of microvascular invasion in HCC [10,11]. Subsequent bioinformatics analyses further linked low *PON1* expression to unfavorable prognosis [12]. Collectively, these studies have firmly established the clinical relevance of *PON1*. Despite these advances, several significant limitations remain unaddressed. A systematic bioinformatics analysis of *PON1* that integrates expression data and clinical features across large cohorts is still lacking, leaving its expression landscape and prognostic value incompletely characterized. In the current study, we analyzed the expression and clinical characteristics of *PON1* through systematic bioinformatics data analysis. Based on multiple independent databases, including TCGA, ICGC, and GEO, we identified *PON1* as an important favorable prognostic factor in HCC. Furthermore, our findings demonstrate that decreased *PON1* expression contributes to the malignant progression of HCC cells, thereby establishing PON1 as a promising prognostic biomarker.

Moreover, Lu et al. demonstrated that PON1 suppressed HCC by promoting VHL-mediated HIF-1α degradation, reducing lactate production, and limiting regulatory T cell infiltration [13]. Nevertheless, the precise functional mechanisms by which PON1 directly suppresses malignant phenotypes of HCC cells remain poorly defined. Therefore, we performed PON1 functional experiments based on HCC cells to investigate the effects of PON1 on cellular biological functions, including proliferation, migration, invasion, apoptosis, and cell cycle progression. In vitro experiments validated that PON1 directly attenuated hallmark malignant phenotypes of HCC cells, encompassing proliferation, migration, invasion, and evasion of apoptosis, as well as inhibiting the cell cycle progression of liver cancer cells.

Lu et al. provided initial mechanistic insights [13]. However, whether PON1 participates in other regulatory pathways (such as inflammation-related signaling pathways) remains completely unknown. In order to conduct a further study on this issue, we employed protein–protein interaction network analysis and the results of the pathway enrichment showed that high *PON1* expression is associated with activation of catabolic pathways, including fatty acid degradation and branched-chain amino acid breakdown. In addition, low *PON1* expression correlates with enrichment of cell cycle and DNA replication. These findings suggest that *PON1* may function as a hub molecule linking the metabolism and proliferation of HCC cells. This interpretation aligns with the known biological functions of PON1, whose esterase/lactonase activity has been implicated in the regulation of lipid metabolites and oxidative stress [5,32]. Future studies directly measuring metabolic alterations of HCC cells following *PON1* deletion will be essential to experimentally validate this hypothesis. As a secreted protein, PON1 could potentially attenuate tumor-associated chronic inflammation through hydrolysis of oxidized phospholipids [4,5,32]. Additionally, it may modulate immune cell recruitment by influencing the chemokine network [33,34].

More importantly, our RNA-seq and experimental data identified a previously unrecognized role of *PON1* in negatively regulating the NOD-like receptor signaling pathway through downregulation of *TANK* and *CXCL3*. The NOD-like receptor (NLR) signaling pathway functions as an innate immune sensor that recognizes pathogen-associated and damage-associated molecular patterns [35]. Upon activation, most NLR signaling molecules trigger NF-κB through the adaptor protein RIPK2, leading to the production of pro-inflammatory cytokines and chemokines [36,37]. TANK serves as a signal mediator of NF-κB activation. It acts as a co-inducer with TRAF2 to synergistically activate NF-κB, thereby promoting inflammatory responses [38]. CXCL3 is a downstream chemokine whose promoter contains an NF-κB binding site [39], and its transcription is directly induced by NF-κB upon NLR activation [40]. This finding reveals a novel mechanism by which PON1 exerts its tumor-suppressive effects via inflammatory pathways.

Several limitations of this study should be acknowledged. First, although complementary loss- and gain-of-function experiments validated the regulatory effect of PON1 on malignant phenotypes and its impact on TANK and CXCL3 expression, the precise molecular mechanism through which PON1 modulates these downstream targets remains to be elucidated. Second, the current findings are primarily based on cell line models, whereas in vivo validation of PON1 in the malignant progression and molecular mechanism of HCC cells requires further confirmation. Future studies utilizing conditional knockout or transgenic overexpression mouse models will be essential to establish the functional role of PON1 in physiologically relevant settings.

## 5. Conclusions

In summary, our study preliminarily confirms that PON1 may serve as a potential tumor suppressor in HCC. Downregulation of *PON1* promotes proliferation, invasion, migration, cell cycle progression, and inhibits apoptosis of HCC cells. Furthermore, *PON1* can serve as an independent prognostic marker for HCC. Mechanistically, PON1 negatively regulates the NOD-like receptor pathway by inhibiting TANK and CXCL3. These findings position PON1 as both a robust prognostic biomarker and a promising therapeutic target for HCC.

## Figures and Tables

**Figure 1:**
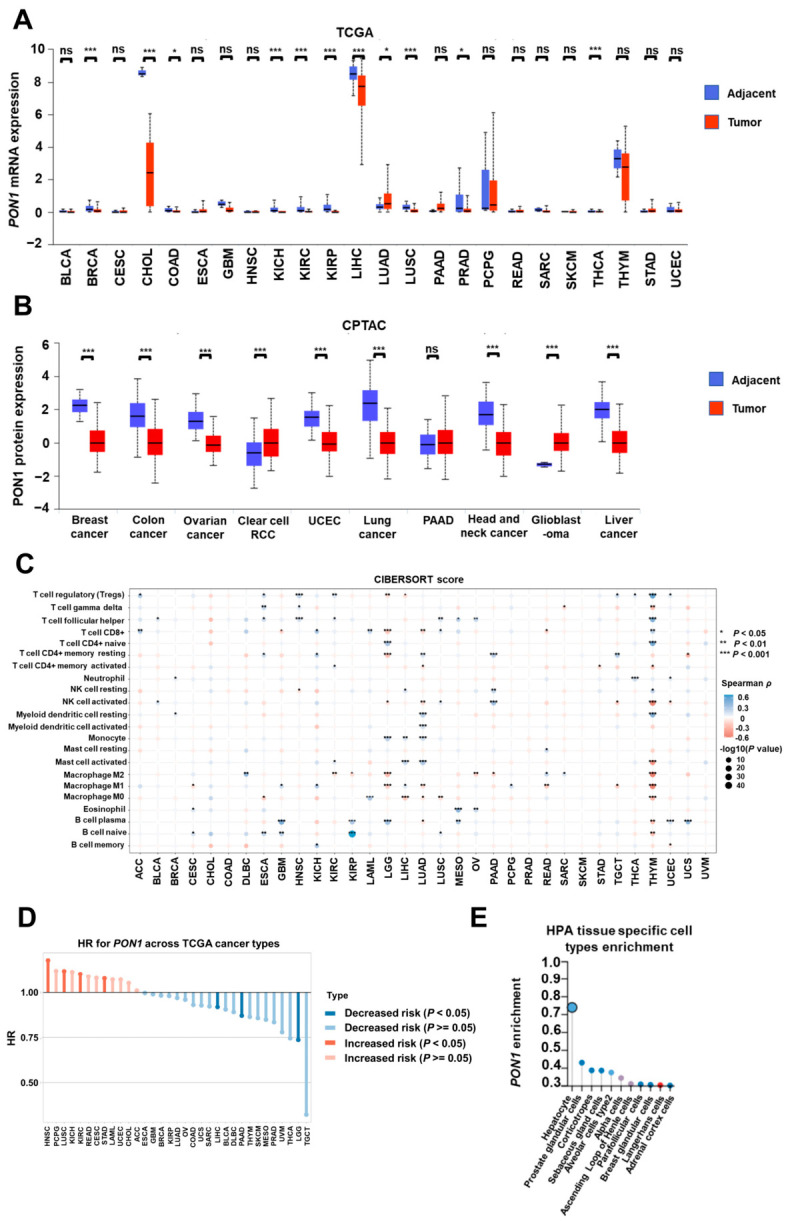
Pan-cancer analysis of *PON1* expression and immune analysis. (**A**) *PON1* mRNA expression in pan-cancer based on TCGA. (**B**) PON1 protein expression in pan-cancer based on CPTAC. (**C**) Correlation between *PON1* mRNA expression and immune cell infiltration analyzed via CIBERSORT. (**D**) Forest plot of hazard ratios (HRs) for *PON1* in pan-cancer. (**E**) Tissue-specific enrichment scores for *PON1* based on the HPA database. For (**A**,**B**), Student’s *t*-test. For (**C**), the Spearman method. ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
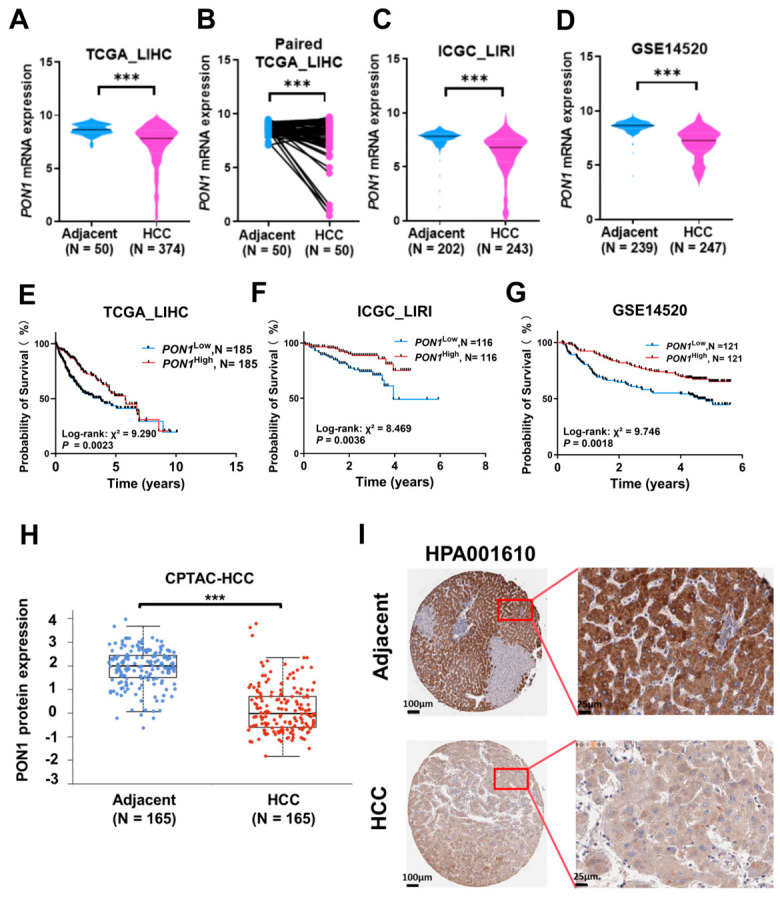
Expression and prognosis analysis of *PON1* in HCC. *PON1* mRNA expression in HCC tumor compared to adjacent tissues based on the TCGA_LIHC (**A**), TCGA_LIHC paired samples (**B**), ICGC_LIRI (**C**), and GSE14520 (**D**) datasets. Kaplan–Meier analysis of HCC patients in TCGA_LIHC (**E**), ICGC_LIRI (**F**) and GSE14520 (**G**). (**H**) PON1 protein expression in HCC and adjacent tissues from the CTPAC samples. (**I**) Representative IHC images of PON1 in HCC and adjacent tissues from the HPA database. For (**A**–**D**,**H**), Student’s *t*-test. For (**E**–**G**), log-rank test. *** *p* < 0.001.

**Figure 3:**
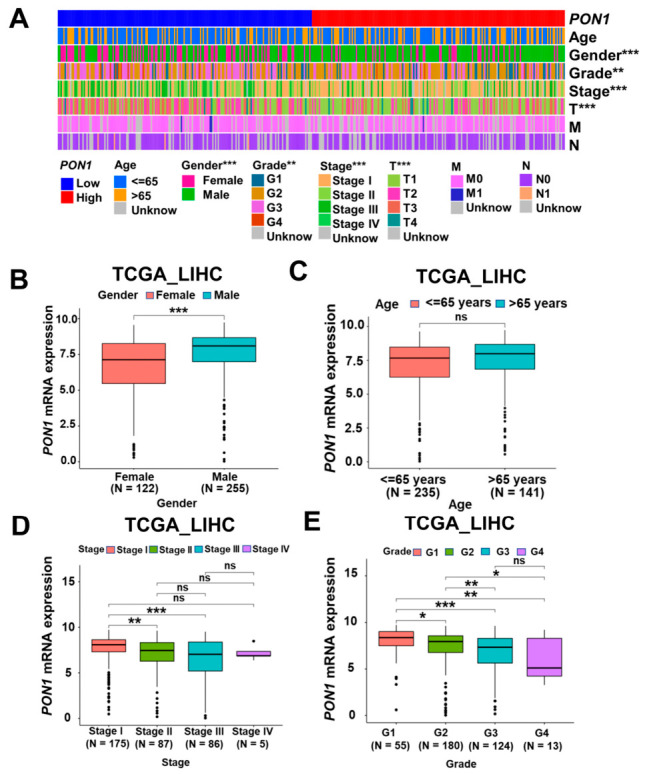
Association of *PON1* mRNA expression with clinicopathological features in HCC. (**A**) Heatmap showing the association between *PON1* mRNA expression and clinicopathological features in TCGA_LIHC. *PON1* mRNA expression in the TCGA_LIHC cohort stratified by gender (**B**), age (**C**), tumor stage (**D**), and histological grade (**E**). For (**A**), χ^2^ test. For (**B**,**C**), Student’s *t*-test. For (**D**,**E**), one-way ANOVA followed by Tukey’s post hoc test. ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
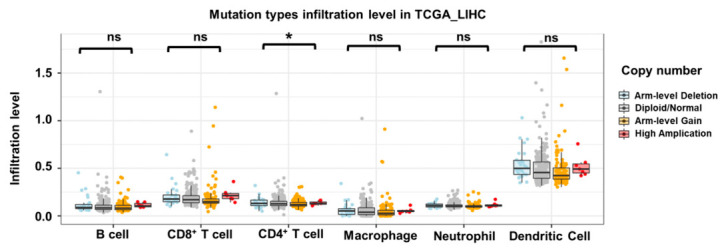
Impact of *PON1* copy number status on immune cell infiltration scores in the TCGA_LIHC dataset. One-way ANOVA was used to compare the differences between groups. ns, not significant; * *p* < 0.05.

**Figure 5:**
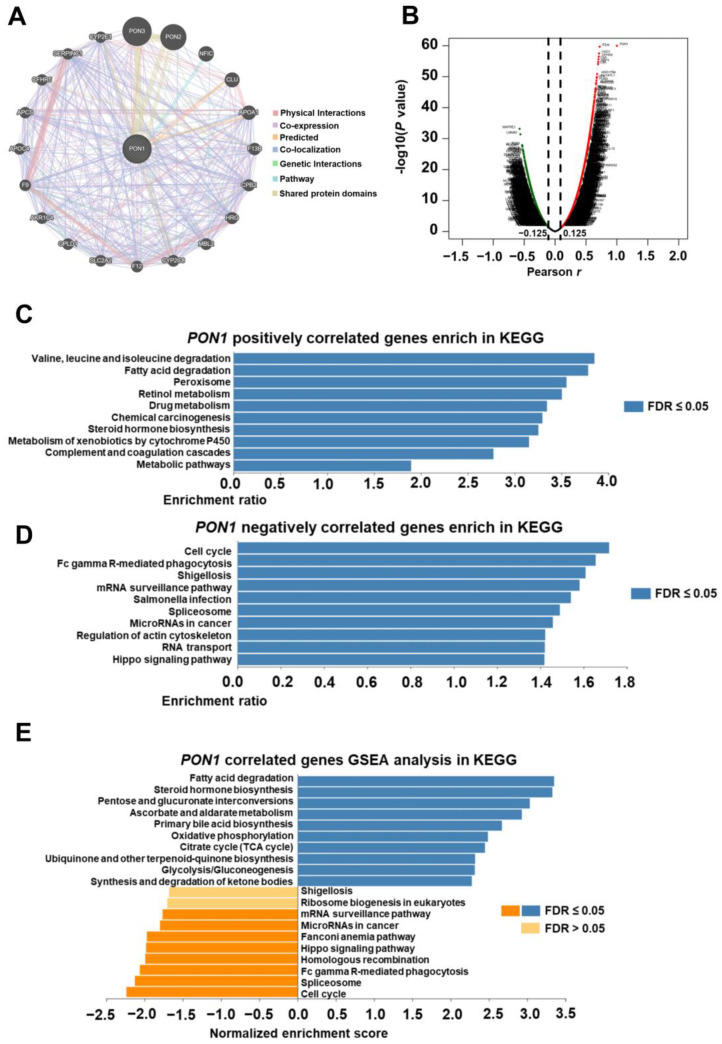
PPI network and correlation genes analysis of PON1. (**A**) Protein–protein interaction network for PON1 generated using GeneMANIA. (**B**) Volcano plot of genes correlated with *PON1* expression using LinkedOmics. Red dots, positively correlated genes (including *PON1*); green dots, negatively correlated genes. KEGG pathway enrichment analysis for genes positively (**C**) and negatively (**D**) correlated with *PON1*, and GSEA analysis for *PON1*-related gene sets (**E**).

**Figure 6:**
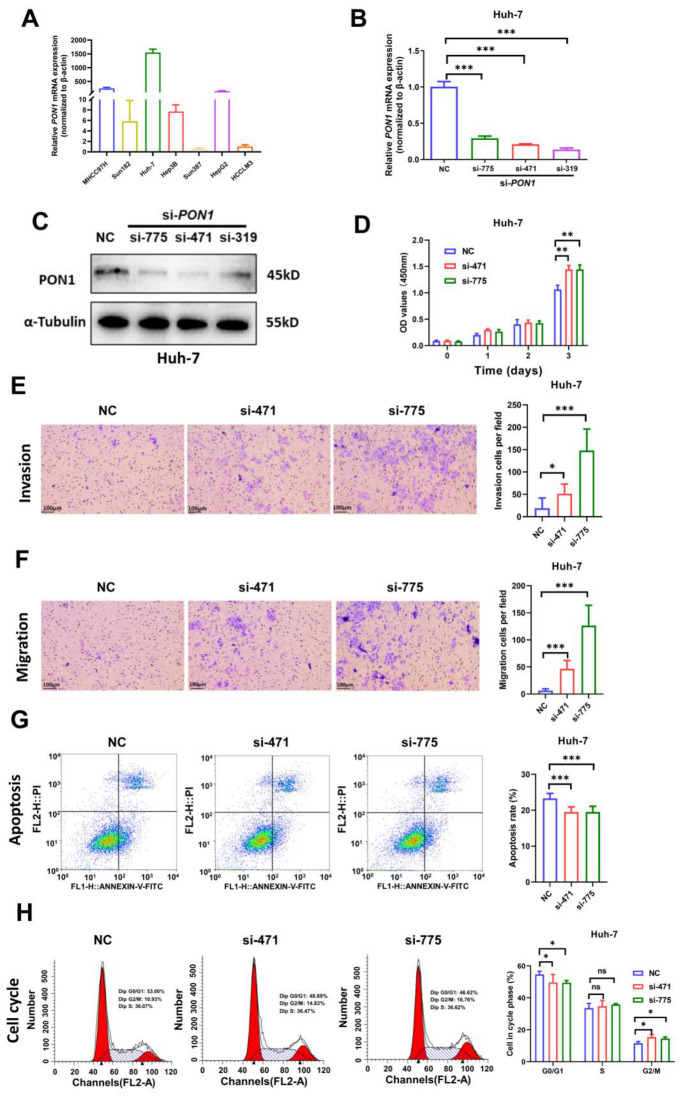
Knockdown of *PON1* enhanced malignant phenotypes of HCC cells. (**A**) qRT-PCR analysis of *PON1* mRNA expression in seven HCC cell lines. (**B**) qPCR detection of siRNA interference efficiency targeting *PON1*. (**C**) Western blotting detection of siRNA interference efficiency targeting *PON1*. Original western blots can be found at Supplementary Materials. The effect of siRNA knockdown of *PON1* on the proliferation (**D**), invasion (**E**) and migration (**F**), cell apoptosis (**G**) and cell cycle (**H**) of HCC cells in vitro. For (**B**,**D**–**H**), Student’s *t*-test. ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 7:**
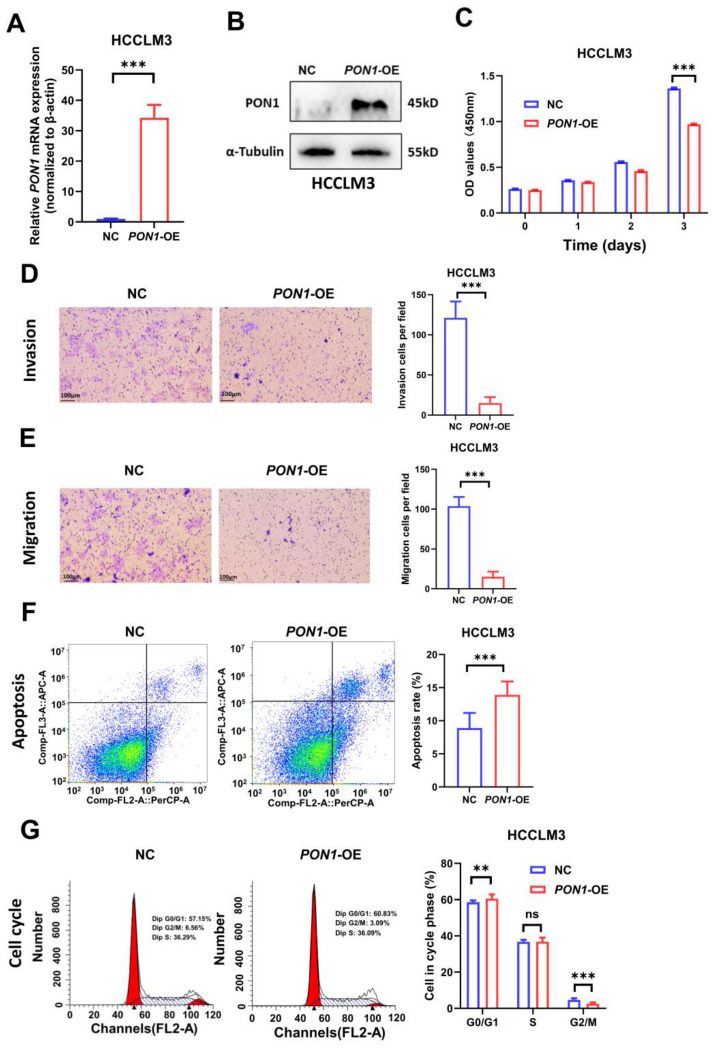
Overexpression of *PON1* inhibited malignant phenotypes of HCC cells. (**A**) qPCR detection of expression efficiency of stably overexpressed *PON1*. (**B**) Western blotting analysis of expression efficiency of stably overexpressed *PON1*. Original western blots can be found at Supplementary Materials. The effect of stably overexpressed *PON1* on the proliferation (**C**), invasion (**D**) and migration (**E**), cell apoptosis (**F**) and cell cycle (**G**) of HCC cells in vitro. For (**A**,**C**–**G**), Student’s *t*-test. ns, not significant; ** *p* < 0.01; *** *p* < 0.001.

**Figure 8:**
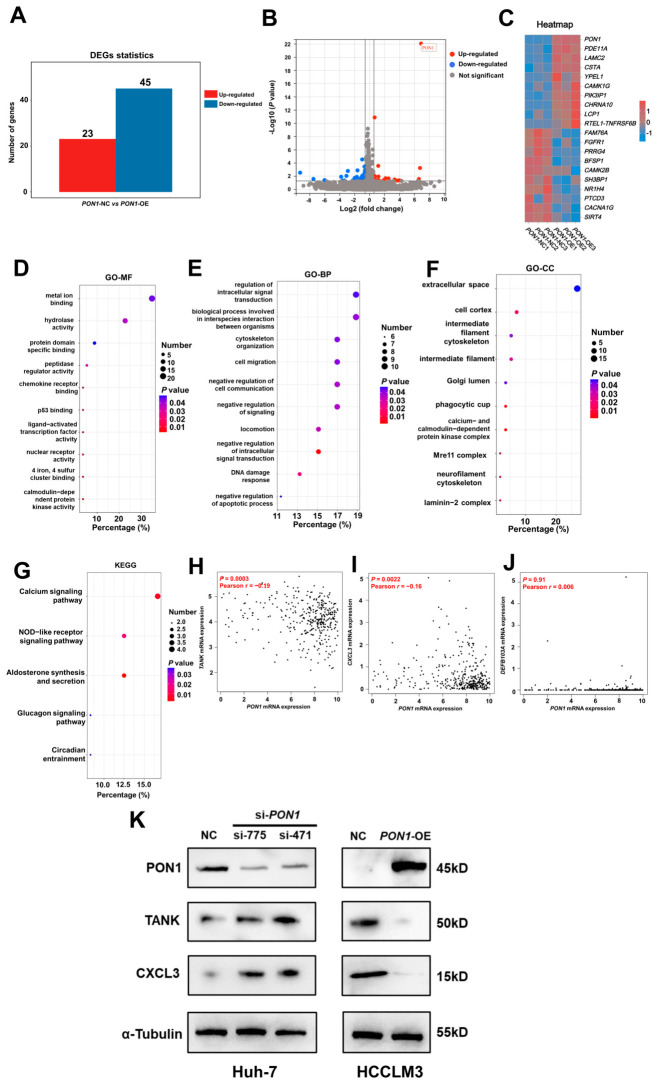
Overexpression of *PON1* suppressed the NOD-like receptor signaling pathway in HCC. (**A**) Bar chart for the statistics of DEGs. (**B**) Volcano plot of DEGs. (**C**) Heatmap of representative DEGs. GO enrichment analysis for Molecular Function (MF) (**D**), Biological Process (BP) (**E**), and Cellular Component (CC) (**F**) terms. (**G**) KEGG pathway analysis of DEGs. (**H**–**J**) Pearson correlation analysis between the mRNA expression of *PON1* and candidate target genes, *TANK*, *CXCL3*, and *DEFB103A* in the TCGA_LIHC. (**K**) Western blotting validation of PON1-mediated regulation of TANK and CXCL3 proteins. Original western blots can be found at Supplementary Materials.

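Each of the 20 genes in the heatmap of Fig. 8C changed in the direction the heatmap shows. In edgeR's quasi-likelihood test 19 of them had an unadjusted p under 0.05, and 18 of these also passed |log2FC| over 0.585. Requiring at least 10 counts in every library moved the count of 19 most, since it left 10 of the 20 genes with a value, of which 9 passed. With single libraries left out it was 15 to 19. *FAM76A* had a log2FC of −0.40 (standard error 0.17), and *PTCD3* a log2FC of −0.13 (standard error 0.065), with an unadjusted p of 0.0641. The libraries of the groups did not overlap in 19 of the 20 genes, with *LCP1* as the exception. Chance gives this for 10% of genes, which is not a reference for genes that the study chose on the same libraries. At a Benjamini-Hochberg adjusted p under 0.05 over all genes tested with edgeR, 4 of the 20 passed, *PON1*, *SH3BP1* and *RTEL1-TNFRSF6B* among them, and 19 did when adjusted over the list alone. For the same reason the latter count is not independent evidence. The adjusted p of *RTEL1-TNFRSF6B* came from the separate fit without the filter. DESeq2 gave an unadjusted p under 0.05 together with |log2FC| over 0.585 for 17 of the 20, and an adjusted p under 0.05 for 1.

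Low counts set the precision for many of these genes. The filter on low counts removed 4 of the 20. In 3 of the 20, *PON1*, *CHRNA10* and *RTEL1-TNFRSF6B*, every NC library was at or under 3 counts. *RTEL1-TNFRSF6B* had rounded counts of 0, 0 and 0 in NC and 2, 5 and 17 in PON1-OE, at least 2.90-fold higher against the floor, and at least 1.25-fold higher without PON1-OE replicate 3. Its adjusted p in edgeR was 0.00786 and became 0.415 without PON1-OE replicate 3, within a range of 0.00143 to 0.415 over all alternatives. It was also above 0.05 without NC replicate 1 (0.0620), without NC replicate 2 (0.0534) and with the replicate number as a block (0.0864). In limma-voom it was 0.0761. It stayed under 0.05 with RLE size factors and without NC replicate 3, PON1-OE replicate 1 or PON1-OE replicate 2. *CHRNA10* had 0, 0 and 0 in NC and 2, 3 and 5 in PON1-OE, at least 1.20-fold higher against the floor. Without PON1-OE replicate 3 both groups of *CHRNA10* were at or under the floor, and no fold can be given. Both share exons with other genes in GENCODE v29, as does *SH3BP1*, so their counts depend on how reads were assigned.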

**Table 1:** Univariate and multivariate Cox regression analysis for overall survival in TCGA_LIHC.

Variable		Univariate		Multivariate	
		HR	*p* Value	HR	*p* Value
	*PON1*	0.858 (0.798–0.921)	0.000	0.846 (0.777–0.921)	0.000
Clinical characteristics					
	Age	1.010 (0.996–1.025)	0.174	1.013 (0.999–1.028)	0.071
	Gender	0.776 (0.531–1.132)	0.188	1.118 (0.743–1.682)	0.593
	Grade	1.133 (0.881–1.457)	0.330	1.127 (0.854–1.488)	0.398
	Stage	1.680 (1.369–2.062)	0.000	1.600 (1.291–1.983)	0.000
Immune cell infiltration					
	B cell	0.878 (0.580–1.329)	0.538	0.896 (0.461–1.738)	0.744
	CD4^+^ T cell	1.300 (0.799–2.115)	0.291	1.136 (0.535–2.411)	0.739
	CD8^+^ T cell	0.798 (0.475–1.339)	0.393	0.441 (0.205–0.949)	0.036
	Macrophage	1.058 (0.932–1.200)	0.386	0.984 (0.828–1.168)	0.851
	Neutrophil	2.130 (0.930–4.879)	0.074	2.692 (0.798–9.080)	0.110

HR, hazard ratio; *PON1*, paraoxonase 1. Data in parentheses are 95% confidence intervals.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Materials. Data for the RNA-seq are accessible from the Gene Expression Omnibus under Accession No. GSE322594.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biom16060774/s1, Figure S1: RNA and protein expression of PON1 in CCLE; Figure S2: GO-BP enrichment analysis of PON1 correlated genes; Table S1: VIF value of PON1 expression, clinical characteristics and immune cells TCGA_LIHC; File S1: Original Western blot images.

## Abbreviations

The following abbreviations are used in this manuscript:

ANOVA	Analysis of variance
CCLE	Cancer Cell Line Encyclopedia
CHOL	Cholangiocarcinoma
CNV	Copy number variations
CPTAC	Clinical Proteomic Tumor Analysis Consortium
DCs	Dendritic cells
GEO	Gene Expression Omnibus
GO	Gene Ontology
GSEA	Gene set enrichment analysis
HCC	Hepatocellular carcinoma
HDL	High-density lipoprotein
HNSC	Head and neck squamous cell carcinoma
HPA	Human Protein Atlas
HR	Hazard ratio
ICGC	International Cancer Genome Consortium
KEGG	Kyoto Encyclopedia of Genes and Genomes
LIHC	Liver hepatocellular carcinoma
LUAD	Lung adenocarcinoma
OS	Overall survival
PON1	Paraoxonase 1
scRNA-seq	Single-cell RNA sequencing
TCGA	The Cancer Genome Atlas
TPM	Transcripts per million
VIF	Variance inflation factor

# Supplementary material for: Paraoxonase 1 Suppresses Hepatocellular Carcinoma Progression by Modulating the NOD-like Receptor Signaling Pathway
**Source:** Biomolecules. 2026 May 25;16(6):774. doi: 10.3390/biom16060774
**Supplement:** Supplementary file 1

**Table S1.** VIF value of *PON1* expression, clinical characteristics and immune cells TCGA\_LIHC.

| <b>Variable</b>          |                         | <b>VIF</b> |
|--------------------------|-------------------------|------------|
| Clinical characteristics | <i>PON1</i>             | 1.240      |
|                          | Age                     | 1.046      |
|                          | Gender                  | 1.083      |
|                          | Grade                   | 1.079      |
|                          | Stage                   | 1.097      |
| Immune cell infiltration | B cell                  | 3.767      |
|                          | CD4 <sup>+</sup> T cell | 2.174      |
|                          | CD8 <sup>+</sup> T cell | 4.694      |
|                          | DCs                     | 7.092      |
|                          | Macrophage              | 1.881      |
|                          | Neutrophil              | 2.251      |

DCs, dendritic cells; *PON1*, paraoxonase 1; VIF, variance inflation factor

# Supplementary material for: Paraoxonase 1 Suppresses Hepatocellular Carcinoma Progression by Modulating the NOD-like Receptor Signaling Pathway
**Source:** Biomolecules. 2026 May 25;16(6):774. doi: 10.3390/biom16060774
**Supplement:** Supplementary file 1

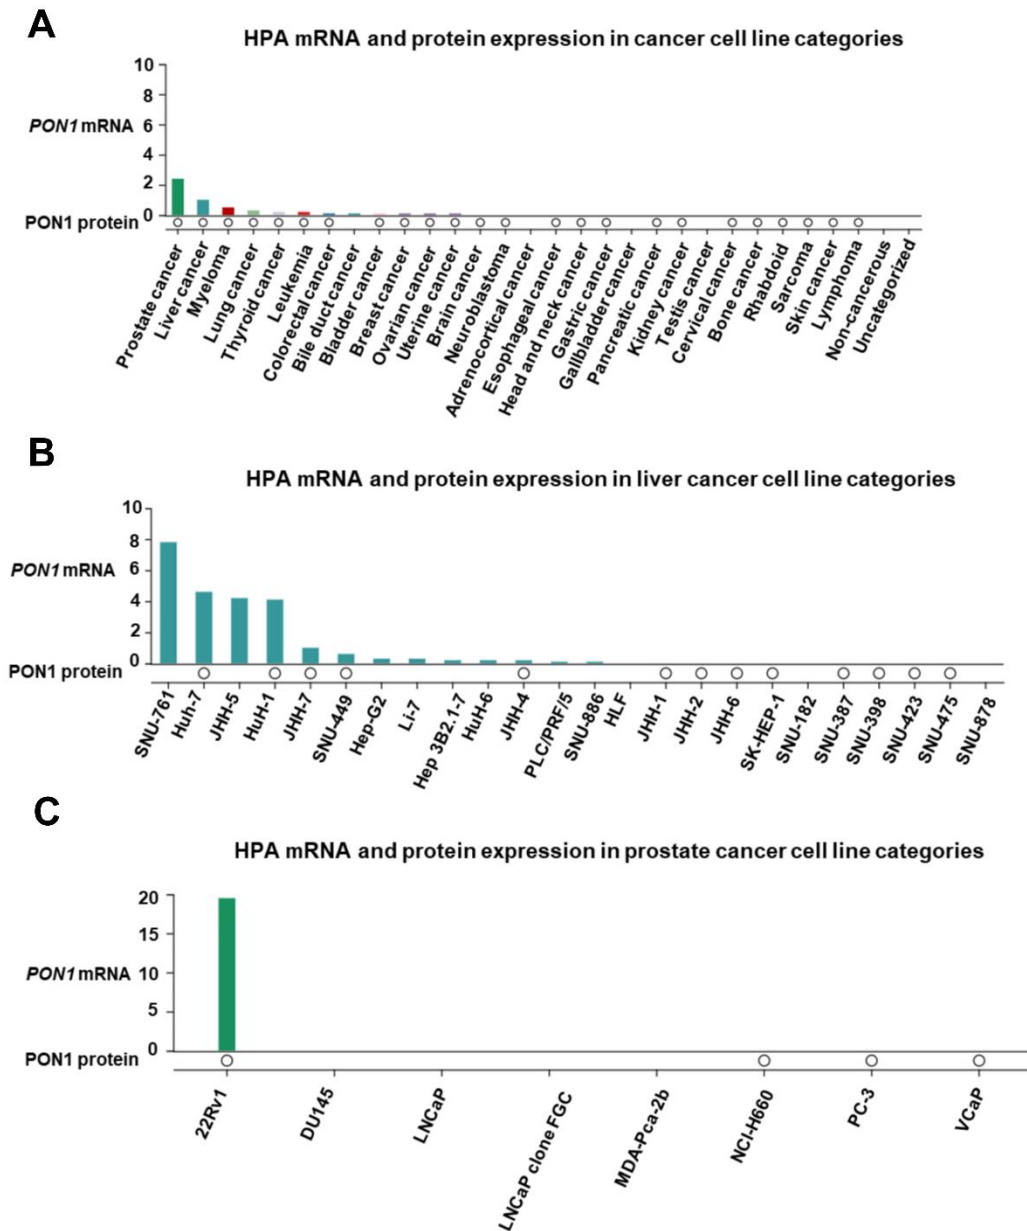

**Figure S1.** RNA and protein expression of PON1 in CCLE. (A) the mRNA and protein expression of PON1 across cancer cell line categories. RNA expression of *PON1* and protein expression of PON1 in liver cancer (B) and prostate cancer (C) cell lines.

# Supplementary material for: Paraoxonase 1 Suppresses Hepatocellular Carcinoma Progression by Modulating the NOD-like Receptor Signaling Pathway
**Source:** Biomolecules. 2026 May 25;16(6):774. doi: 10.3390/biom16060774
**Supplement:** Supplementary file 1

**A**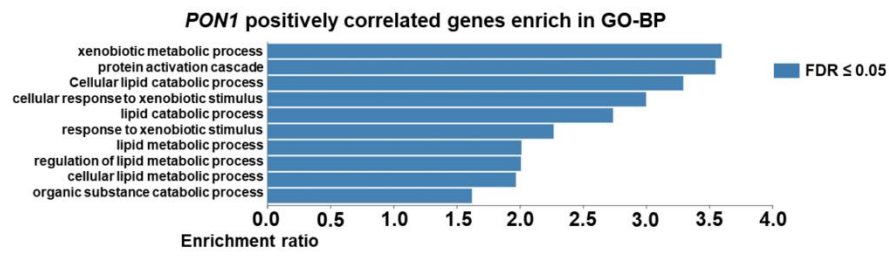**B**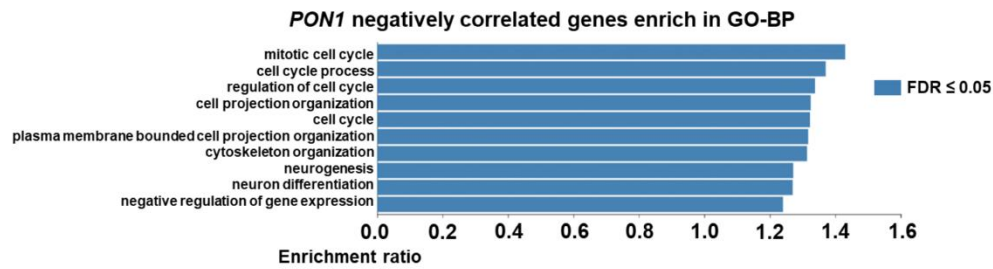

**Figure S2.** GO-BP enrichment analysis of *PON1* correlated genes. GO-BP enrichment analysis for genes positively (A) and negatively (B) correlated with *PON1* in Biological Process.

How the deposited data were processed for this re-analysis (not part of the article)

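Gene expression was measured by RNA-seq in HCCLM3 cells, 3 PON1-OE and 3 NC libraries. The authors deposited one table with estimated counts for each of 20381 genes in each library. The values were not normalized, and 10.5% of them were not whole numbers. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text. The genes are given by Ensembl identifier, and 649 have no symbol. Of the identifiers, 20126 are in GENCODE v29, from which the coordinates on GRCh38, the exons, the GC content and the transcript lengths were taken. Every column of counts was assigned to a library by its name. The design text of the series and the paper differ in the serum content (15% and 10%), and this text gives a time of 24 h after transfection where the paper and the sample labels describe stable lines.

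The estimated counts were rounded to whole numbers and analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. filterByExpr kept 11958 genes. Libraries were scaled by TMM and tested with edgeR's quasi-likelihood test (glmQLFit, glmQLFTest), PON1-OE against NC without covariates, and p-values were adjusted by Benjamini-Hochberg over the genes tested. Standard errors beside edgeR values are the absolute log2FC over the square root of the F statistic of this test. The design had been set for whole counts, and rounding was the only step that the estimated counts added. The paper's methods name an adjusted p under 0.05 with |log2FC| over 0.585, while its results give p without the word adjusted, so both counts are given. The totals per library were 15706672 to 17948383, the common dispersion was 0.00192, and the 10 genes with the highest counts took 6.70% to 6.81% of a library. A floor of 3 counts corresponded to 0.166 to 0.192 CPM. It was taken as exact, so folds against it hold neither the counting error of a group nor the spread between libraries. Exact permutation tests were two-sided and could not go below p = 0.1. Pairs of libraries of one group differed by more than sampling noise over genes with a summed count of at least 20 (chi-square per degree of freedom 2.11 to 4.11), which argues only against one library counted more than once. The paper's text does not state whether the 3 replicates of a group came from separate infections, cultures or RNA samples, so the SD and the tests describe the spread between these libraries.

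Designs, alternatives, named genes and 6 gene lists were fixed before the data were examined, after the paper and its figures had been read. The genes named are those in the results section and Fig. 8C, the paralogs *PON2* and *PON3*, *DEFB103B*, up to 5 genes in each direction with the largest change past the adjusted p and fold thresholds whose groups do not overlap, and list members past an adjusted p under 0.05. *TNFRSF6B* and the sterol synthesis genes were chosen after their values were seen. Some single genes that this rule covers, and a further set of 17 genes that was looked at after their values were seen and counts among the 9 lists of the adjustment, are not reported here. The lists, written by hand, covered the NOD-like receptor pathway, NF-κB targets, calcium signaling, S phase, G2/M phase and hypoxia targets. They were tested with limma's camera on log2 CPM at a preset correlation of 0.01. Of these lists, the G2/M phase list had an adjusted p under 0.05, which held neither under fry nor with the correlation estimated from the data.

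Alternatives were RLE size factors, no filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, DESeq2, limma-voom, no fold threshold and |log2FC| over 1, and for lists fry and an estimated correlation. Genes of one strand that share at least 50 exonic bases were also summed into loci. GC content and length were taken out of log2 CPM with natural splines of 5 degrees of freedom. The fits were tested on simulated counts with 200 changed genes. edgeR recovered 91.0% of 134 genes changed by 0.8 or more on the log2 scale and 66.7% of 66 genes changed by 0.4, with 7 false calls, 3.95% of all calls. camera called a simulated list shifted by 0.15 on the log2 scale and did not call a list that was not shifted. The simulated genes were drawn independently of each other, so this cannot show how camera behaves for genes that vary together. GO and KEGG annotations were not used here.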

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

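The tests of GC content, library size, single libraries and other splits of the libraries given here were chosen after the lists of genes had been seen.

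A signal appeared outside the genes that the paper discusses. In edgeR's quasi-likelihood test 75 genes had a Benjamini-Hochberg adjusted p under 0.05 but a |log2FC| below 0.585, 57 higher and 18 lower in PON1-OE, and 0 of them are named in the paper. Their median |log2FC| was 0.25. In all 75 the groups did not overlap, where chance gives 10% of genes, although genes past the threshold are chosen for this. With the 6 genes past both thresholds they make 81. The real split gave this count in 1 of the 10 splits of the 6 libraries, and the other 9 splits gave at most 3 genes; 10 splits cannot give a share under 0.05. After a fit on GC content and transcript length was taken out, 104 genes passed, against 78 before in the same limma-trend test, which argues against such a bias as the whole cause. After every library was thinned to the smallest total, 75 genes passed in edgeR, which argues against the difference in library size. The PON1-OE and NC cells are separate selected lines. A difference between these cell populations that does not come from *PON1* therefore stays open and was not tested.

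The second signal was in genes of sterol synthesis. Of these genes, 4 were seen among those past the adjusted p, and 29 sterol and lipid genes were then looked at. A list of 24 of them was kept after their values had been seen, and the 5 left out were *SREBF1*, *SREBF2*, *FASN*, *SCD* and *LIPG*. Over the 24 genes the median log2FC was 0.25, 18.9% higher in PON1-OE, with 24 higher and 0 lower (limma's camera, adjusted p = 1.00e-14 over the 9 lists looked at). Over all 29 genes it was 0.23, with 28 higher and 1 lower, *SREBF1* at −0.16 (limma's camera, adjusted p = 1.14e-14). These p-values describe genes picked from the same libraries and overstate the evidence. With limma's fry the adjusted p was 0.0456 for both sets, and with the correlation estimated from the data camera gave an adjusted p of 0.165 for both, so the call did not hold there. Without the 4 genes seen first the median was 0.23 (limma's camera, adjusted p = 3.00e-11). Of the 24 genes, 9 had an adjusted p under 0.05 in edgeR over all genes tested and 18 an unadjusted p under 0.05, and 0 passed the fold threshold.

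For the 24 genes, the camera p was 2.38e-15 after the fit on GC content and length was taken out and 2.10e-15 after thinning, and the median was at least 0.22 without any one library, which argues against GC content, library size and a single library as the cause. The real split was the only one of the 10 with a median as large (1 of 10), which cannot give a share under 0.05. In splits that mix the groups, camera's p for the 24 genes was as low as 5.83e-11, against 1.115e-15 in the real split. A very small camera p at the preset correlation therefore did not need the real grouping. A change of sterol synthesis that follows *PON1* is a hypothesis from these values. The design text of the series gives one serum content for both groups, but differences in cell density or in the selection of the cells may also change these genes, and they stay open and untested.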

How the results depend on the processing

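The sterol list, its alternatives and DESeq2 without independent filtering were chosen after seeing the data. Over the results fixed in the design, 158 values were computed under alternatives. Of these, 132 kept their direction, their side of the threshold or, for a count, stayed within 1.5 times, 5 became weaker, 0 stronger, 11 reversed and 10 counts moved. Of 289 values for the other named genes and the sterol list, 249 stayed, 32 became weaker, 6 stronger and 2 reversed. The side of the threshold was judged on the adjusted p, for the sterol list over the 9 lists looked at, or on the unadjusted p where DESeq2 gave no adjusted one. By the unadjusted p, *CXCL3* was no longer under 0.05 in 3 of its 10 alternatives, *DEFB103A* in 7 of 10 and *TANK* in 0 of 12; the adjusted p of these genes was not under 0.05 in edgeR to begin with. *PON1* was higher under every alternative, with fitted log2FC values of 6.13 to 7.33. *TANK* was lower under every alternative and never passed the fold threshold or an adjusted p under 0.05.

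The count of genes past the adjusted p and the fold threshold (6) was 23 without the filter, 81 without the fold threshold and 3 at |log2FC| over 1. The counts of 81 and 3 follow from the fold threshold. Of the 23, 11 are genes that the filter removes and 6 are genes tested in both fits that passed only without the filter. The fit without the filter gave *PON1* a smaller p at a similar log2FC and standard error. Whether this explains the 6 genes was not tested. It was 1 in DESeq2, a fit that also covered genes removed by filterByExpr, and 4 in DESeq2 without independent filtering. Independent filtering therefore accounts for part of this drop. The count was 4 to 10 when single libraries were left out, 10 without NC replicate 2. At an unadjusted p (73) it was 201 without the filter, of which 118 are genes that the filter removes, 1325 without the fold threshold, 31 at |log2FC| over 1 and 78 to 129 without single libraries, 129 without NC replicate 2. The Fig. 8C count (19) was 9 at 10 counts in every library, where 10 of the 20 genes had a value, and 15 to 19 without single libraries. RLE size factors gave 4 genes at the adjusted p, 3 higher and 1 lower against 3 and 3; they shifted the median of all genes by 3.32e-04. *DEFB103A* had a fitted log2FC of −3.48, which is no bound, and an unadjusted p of 0.0521 in DESeq2; the cause was not tested. A minimum of 10 counts gave no value for *CXCL3* and *DEFB103A*, and their own test is the one without the filter.

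Medians near 0 changed sign. Without the filter the NOD-like receptor pathway list was at −0.0061 and the NF-κB target list at 0.0019. Without single libraries the medians were −0.016 to 0.0079 (NOD-like receptor pathway), −0.015 to 0.016 (calcium signaling), −0.045 to 0.012 (S phase) and −0.0038 to 0.032 (hypoxia targets). The G2/M phase list stayed above 0, at 0.045 to 0.086, but camera's adjusted p was 0.133 without NC replicate 2 and 0.262 without PON1-OE replicate 1. At its median of 0.067, the adjusted p was 0.568 with fry and 0.998 with an estimated correlation. *PON3* ranged from −0.20 to 0.15 without single libraries, at 0.15 without NC replicate 2 and at 0.0063 without PON1-OE replicate 1. For these sign changes the cause was not tested.

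The replicate numbers were not used to pair the libraries. Over 5633 genes with a mean log2 CPM above 5, the deviations of same-numbered libraries correlated at 0.108, −0.197 and −0.162, and over all 11958 genes at 0.017, −0.023 and 0.020. Over the 5633 genes, differently numbered libraries ranged more widely. The lowest value was −0.250, for NC replicate 1 with PON1-OE replicate 3. The highest was 0.339, for NC replicate 2 with PON1-OE replicate 3, and its cause was not tested. These are correlations across genes. With the replicate number as a block, 5 genes passed the adjusted p (3 higher, 2 lower) and 82 the unadjusted p (42 higher, 40 lower), and the log2FC of *PON1* was 6.66.

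Depth limits the genes at low counts. At 15706672 to 17948383 counts per library, *DEFB103A* in PON1-OE and *CHRNA10* in NC were not detectable above the floor of 3 counts. A fold against the floor, taken as exact, is given as a bound without counting error. For *DEFB103A* this bound fell from 1.34 to 0.970 without NC replicate 2. For *CHRNA10* both groups were at or under the floor without PON1-OE replicate 3.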

Differences from the paper's values

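At the adjusted p and |log2FC| over 0.585, 6 genes differed against the paper's 68. Of the alternatives set before the data were examined, only the one without a fold threshold (81 genes) came within 1.5 times. The counts were 3 higher against the paper's 23 and 3 lower against the paper's 45, and none of these alternatives closed either gap. At an unadjusted p, 73 genes differed against the paper's 68, which is not a difference of more than 1.5 times, with 36 lower against the paper's 45. The genes higher were 37 against the paper's 23. This gap closed, meaning that it fell within 1.5 times, with at least 10 counts in every library (29), without PON1-OE replicate 3 (34) and with DESeq2 (31). It closed with none of the other alternatives set before the data were examined. The genes lower in these settings were 25, 58 and 30 in that order, against the paper's 45. At 10 counts in every library the count of lower genes thus differed by more than 1.5 times.

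The −log10 p of *PON1* was 14.6, against about 22 in Fig. 8B, read by eye. DESeq2, the tool that the paper's methods name, gave 22.9.

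*PON1* mRNA was at least 60.0-fold higher in the RNA-seq, against about 34-fold in Fig. 7A, read by eye, which is measured by qRT-PCR. The 9 alternatives set before the data were examined for which a bound can be computed gave 57.6 to 63.2, and none closed the gap.

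The paper states that *TANK*, *CXCL3* and *DEFB103A* were significantly lower. At an adjusted p under 0.05 none of them passed in edgeR, limma-voom or any other alternative that gave one, with adjusted p values of 0.172, 0.352 and 0.344 in edgeR, and DESeq2 gave them no adjusted p after its independent filtering. At an unadjusted p all passed in edgeR, and *TANK* and *CXCL3* also in DESeq2. Without the filter, *CXCL3* and *DEFB103A* also passed the fold threshold at an unadjusted p. The log2FC of *TANK* was −0.36, and it stayed inside the fold threshold of the paper under every alternative (−0.40 to −0.33). Only the setting without a fold threshold at an unadjusted p calls it. *FAM76A* (log2FC −0.40) and *PTCD3* (log2FC −0.13, with an unadjusted p of 0.0641 in edgeR and of 0.0206 without NC replicate 2), shown in Fig. 8C as differentially expressed, were inside the fold threshold as well. Of the Fig. 8C genes without an adjusted p under 0.05 in edgeR, *CSTA* reached 0.0477 without the filter and 0.0454 at 10 counts in every library, *CAMK2B* 0.0441 without the filter, and *LCP1* 0.00176 without the filter, 0.0149 without NC replicate 2 and 0.0381 without PON1-OE replicate 1 (adjusted p from edgeR). The paper finds the NOD-like receptor signaling pathway enriched among its DEGs. With a hand-written list, 0 of 73 genes were members with the filter and 2 of 201 without it (Fisher's exact p = 1 and 0.386).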

Other observations

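The tests on simulated counts without a difference, on shared exons and on the cell cycle lists were chosen after the counts of genes had been seen. The stratified test on shared exons was added after the first test of shared exons.

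The count of 73 genes at an unadjusted p and |log2FC| over 0.585 was set against counts drawn with the fitted dispersions and no difference between the groups. Of 50 draws, 1 gave at least as many genes, and the draws ranged from 43 to 78 with a median of 58. Noise of this kind therefore gives counts close to the one seen, but reached it in fewer than 1 in 20 draws, which argues against it as the whole cause. The splits of the real libraries were less clear: 3 of the 10 splits gave as many genes as the real one, which was included, and the other 9 gave 35 to 89. At an adjusted p under 0.05 with the fold threshold 1 of the 10 splits gave as many as the real one, and the others at most 2 genes. The draws gave 0 genes with an adjusted p under 0.05 at any fold, where the data gave 81, and a median of 590 with an unadjusted p under 0.05, where the data gave 1325. For the genes of Fig. 8C, 1 of the 10 splits gave as many past an unadjusted p, and the others gave at most 3 where the real split gave 19; the study had chosen these genes on the real split.

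Genes that share exons were frequent among the calls. Of the 6 genes at the adjusted p, 4 share exons with other genes, and after the counts of such genes were summed into loci 0 of the 4 remained, while both of the others did. Of the 73 genes at an unadjusted p, 14 share exons, 0 of which remained after summing, while 59 of the 59 others did. Summing leaves the counts of genes that share no exons unchanged, so that the others remained carries no information. Genes that share exons were called more often (odds ratio 2.06, Fisher's exact p = 0.0198), but within 10 strata of expression the odds ratio was 1.56 (exact p = 0.158). A division of reads among such genes that differs between libraries may explain these calls, but summing also dilutes a true change by a larger partner, so the explanations cannot be told apart. Both tests were first read as pointing to shared reads, and this reading was withdrawn when the stratified test and the dilution were considered. At the locus of *SH3BP1* the summed log2FC was −0.12, at that of *BCL2L2-PABPN1* −0.11, at that of *MSANTD3-TMEFF1* −0.07 and at that of ENSG00000283782 −0.03. *TNFRSF6B*, singled out after its values were seen, had counts of 5, 8 and 4 in NC and 0, 1 and 0 in PON1-OE, while *RTEL1-TNFRSF6B*, which contains its exons, had 0, 0 and 0 and 2, 5 and 17. Their summed locus had a log2FC of 0.11 (standard error 0.13).

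The cell cycle lists were set beside the flow cytometry of HCCLM3 (Fig. 7G), for which the paper reports a lower share of cells in G2/M. The G2/M phase list was slightly higher in PON1-OE, with a median log2FC of 0.067, 4.74% higher, 37 of 53 genes higher and 16 lower (limma's camera, adjusted p = 0.00479 over 6 lists). No member had an adjusted p under 0.05 in edgeR, over all genes tested or adjusted over the list alone, and 7 had an unadjusted p under 0.05. The call did not hold with fry (adjusted p = 0.568) or an estimated correlation (adjusted p = 0.998) in limma, nor without NC replicate 2 (camera adjusted p = 0.133) or PON1-OE replicate 1 (0.262), over a range of 3.34e-05 to 0.998. After a fit on GC content and length was taken out camera's p was 5.28e-04, which argues against that bias, and the median was at least 0.045 without any one library, so the direction did not come from one library. Of the 10 splits, 3 gave a median as large. In splits that mix the groups, camera's p was as low as 1.97e-06, below the 7.98e-04 of the real split. At the preset correlation camera's p for this list therefore does not single out the real grouping. The S phase list had a median of −0.0085, 17 of 42 genes higher and 25 lower (limma's camera, adjusted p = 0.630), and 8 of the 10 splits gave one as large.

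The hypoxia target list was examined because a study that the paper cites links PON1 to the degradation of HIF-1α. Its median log2FC was 0.0069, with 19 of 33 genes higher and 14 lower (limma's camera, adjusted p = 0.920). *NDRG1* was higher (log2FC 0.31, standard error 0.038, adjusted p = 1.83e-04 from edgeR's quasi-likelihood test); 7 members passed when adjusted over the list alone and 11 had an unadjusted p under 0.05. A median as large was found in 7 of the 10 splits for this list and 7 for the NF-κB target list, in 8 for the calcium signaling list and in 10 for the NOD-like receptor pathway list.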
